A study of Homo sapiens with 9 samples. Its data were reported in "The MITF-SOX10 regulated long non-coding RNA DIRC3 is a melanoma tumour suppressor" (2019).

How the data were processed

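RNA sequencing of SK-MEL-28 cells, an established human melanoma cell line, was available for 9 libraries. The cells had been transfected with antisense oligonucleotides (ASOs), short synthetic strands that pair with a chosen RNA and direct its cleavage inside the cell. The labels gave 3 groups of 3 libraries, named here after the RNA that was targeted: DIRC3 ASO, IGFBP5 ASO and the control named NegA. Each group held replicates numbered 1, 2 and 4, and all cells were at passage 24.

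The values were whole-number counts per transcript, as deposited by the authors, with no normalisation. According to the study's methods, polyadenylated RNA was sequenced in paired ends, reads were trimmed with trim_galore, mates were merged with FLASH and mapped to hg19 with bowtie, an aligner that does not split reads over introns. The authors then counted reads over Gencode transcripts with the summarizeOverlaps function of GenomicAlignments. The overlap mode and the handling of strand were not stated, so overlapping and antisense transcripts are treated as uncertain throughout. The table held 48936 transcripts, each with at least 1 count over the 9 libraries.

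Transcripts were matched to a Gencode annotation lifted to GRCh37, on the Ensembl identifier without its version. A match was found for 44947 transcripts (91.8%) in 27608 genes. The 3989 transcripts with no match held 4.88% of the counts. They stayed in every test and are named by their identifier only. Coordinates are GRCh37, counted from 1. The bases of a transcript that no other annotated transcript covers, called its own bases here, were counted from the same annotation without regard to strand. Annotated transcripts with an identifier number above the highest in the table were left out of this count. The annotation is a later release than the one the authors counted on, so own bases only approximate the overlap in their counting.

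Totals ranged from 6677071 to 9132704 counts per library. A floor of 3 counts was taken as the upper limit that a count of 0 allows, which corresponds to between 0.328 and 0.449 CPM (counts scaled to a common total) in the 9 libraries. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. At a mean of about 100 normalised counts the median standard error of a log2 fold change was 0.21 for DIRC3 ASO against NegA and 0.25 for IGFBP5 ASO against NegA. At about 1000 normalised counts it was 0.07 and 0.14.

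Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, the tool that the study names, at its default settings: median-of-ratios size factors, the two-sided Wald test, independent filtering and no shrinkage of fold changes. Each comparison was fitted on its own 6 libraries without a block. Adjustment for multiple tests followed Benjamini and Hochberg, and a transcript was called at an adjusted p-value under 0.05. Where DESeq2 gave no adjusted p-value, the transcript was not tested. Independent filtering set a minimum mean count of 1.92 for DIRC3 ASO against NegA, 25.8 for IGFBP5 ASO against NegA and 2.49 for the direct comparison. Normalised counts are means ± SD over the 3 libraries of a group, on size factors from all 9 libraries. Single genes near the floor were compared by two-sided exact permutation tests on normalised counts, for which 3 against 3 libraries allow no p-value under 0.1.

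The genes and transcripts named were chosen by a rule set before the data were examined, as were the tests of the 3 comparisons and of the shared calls, the gene lists and all alternatives but the GC and length correction and the leave-one-out values of the mitochondrial share. Tests of possible explanations were mostly chosen later, as the closing section states for each part. DIRC3, IGFBP5, TNS1, MITF and SOX10 were always reported, each by the transcript with the highest mean count. For each comparison, the 5 rising and 5 falling called transcripts with the largest absolute log2 fold change were named, 1 per gene, among those with a mean of at least 100 normalised counts over the 6 libraries and no overlap between the groups. For transcripts called after both ASOs, the 5 rising and 5 falling transcripts with the largest value of the smaller change were named under the same conditions. Other names were chosen after their values were seen, which is stated at each of them.

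Transcripts called after both ASOs were counted, and their number was compared with the product of the marginal shares by a two-sided Fisher's exact test among the transcripts tested in both comparisons. Since both comparisons share the NegA libraries, 20 data sets of unchanged groups were simulated from the fitted means, dispersions and size factors, each with 1 set of control libraries for both comparisons. In 10 further data sets the called changes of the IGFBP5 ASO were shuffled among transcripts of similar mean, in blocks of 200. The correlation of fold changes was also computed in 6 pairings in which each ASO was compared with different NegA libraries.

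Hand-written lists for 6 programmes (melanocyte lineage, invasive state, IGF axis, interferon response, p53 targets and cell cycle) were tested with camera in limma 3.58.1 on voom values. Each gene was represented by its transcript with the highest mean count, and the inter-gene correlation was preset to 0.01. Adjustment covered the 12 tests against NegA, and separately the 6 tests of the direct comparison. Between 84.0% and 100% of the genes of each list were in the table.

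The alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM factors and its filter on low counts, the same test with no filter, limma-voom, DESeq2 with TMM factors, a minimum of 10 counts in 3 libraries, independent filtering turned off, all 9 libraries in a single fit, the replicate number as a block, counts summed per gene, adjusted p-values under 0.01, a minimum absolute log2 fold change of 1, and fits without each library in turn. For the lists, fry and camera with an estimated correlation were run as well. Chosen after seeing the data, a correction of each library for GC content and transcript length by splines with 5 degrees of freedom was fitted on transcripts with a mean of at least 20 counts, with and without the replicate block. Equal totals were tested by thinning every library to 6677071 counts. The mitochondrial share was left as it was, so the depth of the other transcripts was not made equal. For each comparison all 10 splits of the 6 libraries into 3 and 3 were refitted.

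The procedure was tested on simulated data with the real means, dispersions and library sizes. The 200 transcripts changed by 1 on the log2 scale were drawn only from those with a moderate or high mean count in NegA. Of these 200, DESeq2 recovered 88.0% for the libraries of DIRC3 ASO against NegA, where 27592 transcripts were tested. For IGFBP5 ASO against NegA, where 11945 were tested, it recovered 74.0%. Recovery among transcripts with low counts was not tested. False calls made up 9.74% and 5.73% of the simulated calls. A simulated list of 25 genes, all raised by the same amount, was found by camera and an unchanged list of 25 genes was not. That rise was larger than the mean change of any list reported below, and the simulated genes varied independently. Whether camera finds smaller changes, or errs with correlated genes, was therefore not tested. Further computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Raw reads and gene ontology terms were not used here, and no column of the table was left out.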

Results

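Transcript counts were examined in 9 RNA-seq libraries of SK-MEL-28 melanoma cells, 3 transfected with an ASO against the long non-coding RNA DIRC3, 3 with an ASO against IGFBP5, the protein-coding gene next to it, and 3 with the control oligonucleotide NegA. Totals were 8225325, 6737152 and 8179193 counts in NegA replicates 1, 2 and 4, 8137451, 9132704 and 8891462 after DIRC3 ASO, and 6677071, 8611434 and 8659149 after IGFBP5 ASO. The correlation of log2 counts between replicates, across transcripts, was between 0.992 and 0.995 within the NegA and DIRC3 ASO groups and between 0.949 and 0.985 within the IGFBP5 ASO group, where replicates 1 and 4 lay farthest apart. On the first principal component, which held 44.4% of the variance, IGFBP5 ASO replicate 1 lay at 31.9, replicate 2 at 9.24 and the other 7 libraries between -8.39 and -3.12. Mitochondrial transcripts took 32.6% ± 0.824 of the counts in NegA, 34.7% ± 1.37 after DIRC3 ASO and 40.6% ± 5.36 after IGFBP5 ASO (SD, n = 3 each). The groups did not overlap in any of the 3 comparisons of this share (two-sided exact permutation p 0.1 each, the smallest possible, and 0.1 after adjustment over the 3). The difference between IGFBP5 ASO and NegA was 8.04 points, and 4.99 points without IGFBP5 ASO replicate 1, whose share was 46.7%. For the mitochondrial share, DIRC3 ASO against IGFBP5 ASO, the difference was -5.88 points, and -2.83 points without that library, and DIRC3 ASO was 2.16 points above NegA, or 1.37 points without DIRC3 ASO replicate 1.

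The transcripts targeted by the ASOs were read in every library before any other comparison, since they show whether the labels hold. DIRC3 (ENST00000474063.1, GRCh37 chromosome 2, 218148742 to 218464655, minus strand, annotated as lncRNA) had 4, 1 and 0 counts in NegA replicates 1, 2 and 4, 1, 0 and 3 counts after DIRC3 ASO, and 0, 0 and 1 counts after IGFBP5 ASO. IGFBP5 (ENST00000233813.4, chromosome 2, 217536828 to 217560272, minus strand, protein-coding) had 4, 2 and 6 counts in NegA, 1, 3 and 0 counts after DIRC3 ASO, and 2, 1 and 2 counts after IGFBP5 ASO. The floor is 3 counts, so both knockdown groups lay at or under it for both genes and no fold is given. Two-sided exact permutation tests on the normalised counts gave p = 0.7 for DIRC3 after DIRC3 ASO, p = 0.2 for IGFBP5 after IGFBP5 ASO and p = 0.2 for IGFBP5 after DIRC3 ASO (n = 3 against 3, smallest possible p 0.1). A reduction of either target was therefore not detectable at these counts, and the labels could not be checked by it. Single libraries decided the sign of the fitted DIRC3 value after DIRC3 ASO, which moved from -0.48 to 1.14 without NegA replicate 1 and to 0.12 without DIRC3 ASO replicate 2.

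Whether DIRC3 acts on its other neighbour was asked of TNS1 (ENST00000171887.4, chromosome 2, 218664512 to 218808851, minus strand, protein-coding). It had 2830 ± 167 normalised counts in NegA, 2688 ± 83.3 after DIRC3 ASO and 2365 ± 98.5 after IGFBP5 ASO (SD, n = 3 each). The change after DIRC3 ASO was within the spread between replicates, with a log2 fold change of -0.08 (SE 0.05) and a DESeq2 adjusted p of 0.594. After IGFBP5 ASO the log2 fold change was -0.26 (SE 0.12, DESeq2 adjusted p 0.218), and it passed the threshold in the fit of all 9 libraries and in the fit without IGFBP5 ASO replicate 1, where it was -0.28. The transcription factors MITF (ENST00000314557.6, chromosome 3, 69985738 to 70014819, plus strand) and SOX10 (ENST00000396884.2, chromosome 22, 38368319 to 38380562, minus strand) were called in none of the comparisons that tested them, which for MITF leaves out IGFBP5 ASO against NegA, where it had no adjusted p. MITF had 30.5 ± 8.03 normalised counts in NegA, 23.1 ± 9.06 after DIRC3 ASO and 23.2 ± 9.76 after IGFBP5 ASO, with 5 own bases. SOX10 had 276 ± 24.5, 250.2 ± 23.95 and 262 ± 46.6 (SD, n = 3 each). Of these 5 genes, 0 were called by DESeq2 in any comparison, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 after IGFBP5 ASO, TNS1, and 0 in the other comparisons.

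**Figure D1:**
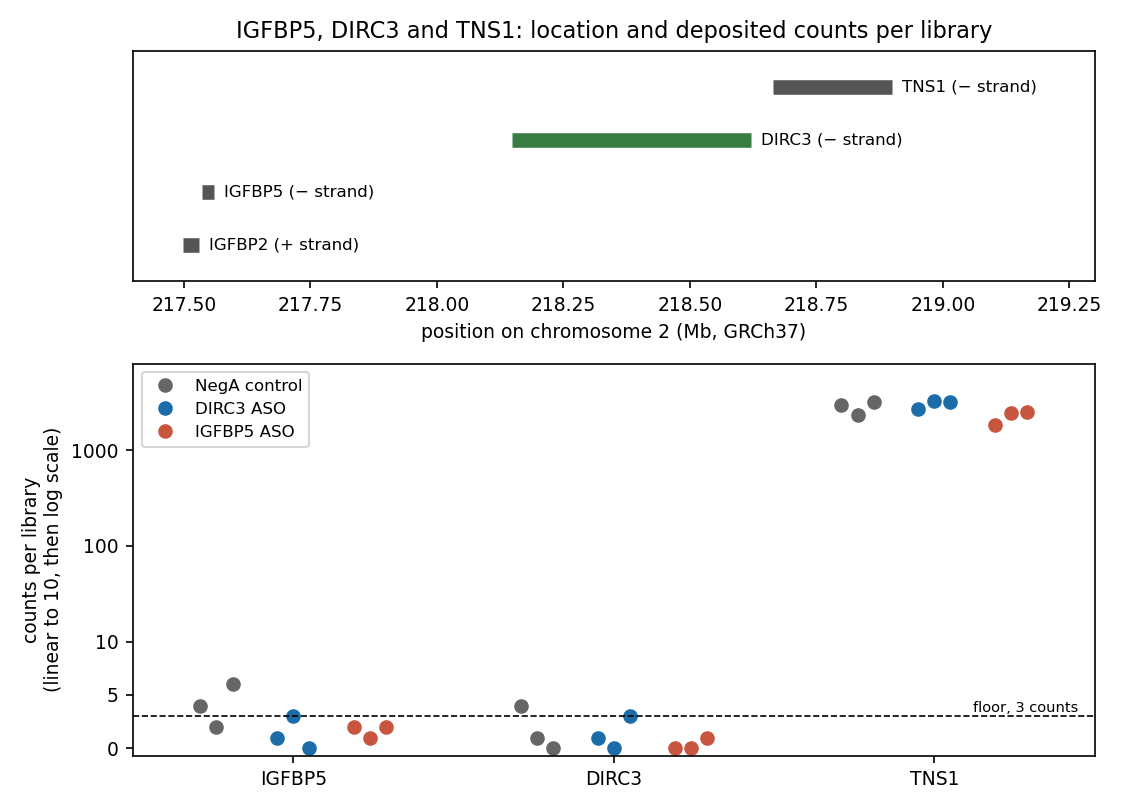
Top, the positions of IGFBP2, IGFBP5, DIRC3 and TNS1 on chromosome 2 (GRCh37, in Mb). Bottom, deposited counts per library of IGFBP5, DIRC3 and TNS1 on an axis that is linear up to 10 and logarithmic above, with every library of both ASO groups at or under the floor of 3 counts (dashed line) for IGFBP5 and DIRC3.

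The effect of depleting DIRC3 on the transcriptome was asked by comparing DIRC3 ASO with NegA. DESeq2 called 1872 of 28965 tested transcripts at an adjusted p under 0.05, of which 1011 rose and 861 fell, in 1810 genes. At an unadjusted p under 0.05 there were 4311. The alternative that moved this count most in absolute number was the edgeR quasi-likelihood test with 3412 calls, which held 1739 of the 1872. As a ratio, the minimum absolute log2 fold change of 1 and the fit of all 9 libraries moved it further, downwards. Fits that left out 1 library gave 1131, 1167 and 1200 calls without DIRC3 ASO replicates 1, 2 and 4, and 1377, 1122 and 1223 without NegA replicates 1, 2 and 4, and 811 calls were made in all 6 of them. The groups did not overlap in 99.5% of the called transcripts and in 27.3% of those tested, where chance gives 10%. Rises were larger than falls: 552 called transcripts rose and 42 fell by at least 1 on the log2 scale, and the median absolute change was 1.19 for rises and 0.45 for falls. Of the called transcripts 235 belonged to lncRNA genes, 170 rising and 65 falling.

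Among the transcripts with a mean of at least 100 normalised counts over the 6 libraries compared, the largest rises were those of FAM83E and FGF18. FAM83E (ENST00000263266.3, chromosome 19, 49103218 to 49118333, minus strand) went from 4.53 ± 2.72 normalised counts in NegA to 190 ± 19.9 after DIRC3 ASO (SD, n = 3 each), a log2 fold change of 5.35 (SE 0.43, DESeq2 adjusted p 2.35e-32). FGF18 (ENST00000274625.5, chromosome 5, 170846651 to 170884630, plus strand) went from 10.8 ± 6.58 to 240.3 ± 31.8, a log2 fold change of 4.52 (SE 0.31, DESeq2 adjusted p 2.06e-44), and lies 7.84 kb beyond the end of NPM1 on the same strand. GDF15 (ENST00000252809.3, chromosome 19, 18496968 to 18499986, plus strand), of whose 1200 bases 241 are its own, rose by 2.33, the unmatched transcript ENST00000459522.1 by 1.72, and SLC16A3 (ENST00000581287.1, chromosome 17, 80191563 to 80197962, plus strand) by 1.68. Among the falls, TIMP2 (ENST00000262768.7, chromosome 17, 76849059 to 76921469, minus strand) went from 2219 ± 152 to 932 ± 53.2, a log2 fold change of -1.25 (SE 0.07, DESeq2 adjusted p 7.07e-75), counted on a transcript with 429 own bases of 3652. The unmatched transcripts ENST00000376586.2 and ENST00000390168.4 fell by 1.17 and 1.15, NEDD4L (ENST00000356462.6, chromosome 18, 55711599 to 56063806, plus strand) fell by 1.09 on a transcript with 0 own bases, and STK32B (ENST00000282908.5, chromosome 4, 5053207 to 5502716, plus strand) fell by 0.998 with 116 own bases. All 10 stayed called at an adjusted p under 0.05 in each alternative fit that gave them a value, which the GC and length correction did not do for the 3 unmatched transcripts.

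The comparison of IGFBP5 ASO with NegA asked the same of IGFBP5. DESeq2 called 573 of 11089 tested transcripts, 205 rising and 368 falling, in 563 genes, and 1874 had an unadjusted p under 0.05. The groups did not overlap in 98.95% of the called and 26.96% of the tested transcripts, against 10% by chance. Leaving out 1 library moved this count by more than 1.5 times in every case, to 883, 192 and 1071 calls without IGFBP5 ASO replicates 1, 2 and 4 and to 227, 123 and 107 without NegA replicates 1, 2 and 4. Only 85 calls (14.8%) were made in all 6 of these fits. At least 1 on the log2 scale was reached by 52 rises and 77 falls. Rises made up 35.8% of the calls. Over the alternative fits this share ran from 27.6% without NegA replicate 2 to 46.1% after the GC and length correction (323 of 701). That correction left 63 rises and 69 falls of at least 1, so the excess of falls was smaller there.

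The transcripts named here had a mean of at least 100 normalised counts over the 6 libraries compared. CTXND1 (ENST00000560778.2, chromosome 15, 80487823 to 80544555, minus strand) went from 256 ± 47.5 normalised counts in NegA to 82.4 ± 13.6 after IGFBP5 ASO, a log2 fold change of -1.62 (SE 0.23, DESeq2 adjusted p 9.04e-10). SCD (ENST00000370355.2, chromosome 10, 102106990 to 102124583, plus strand) went from 35567 ± 2091 to 13693 ± 1248, a log2 fold change of -1.38 (SE 0.12, DESeq2 adjusted p 2.19e-26). GNG7 (ENST00000382159.3, chromosome 19, 2511217 to 2702692, minus strand) fell by 1.54 and CST1 (ENST00000304749.2, chromosome 20, 23728199 to 23731572, minus strand) fell by 1.44, the latter on 206 own bases of 749. Among them, the largest fall was that of SDC3 (ENST00000339394.6, chromosome 1, 31342313 to 31381605, minus strand), which fell by 2.11 (SE 0.62, DESeq2 adjusted p 0.0202) on 311 own bases of 5246. The more abundant SDC3 transcript ENST00000336798.7, with a mean of 20580 normalised counts and named after its values were seen, fell by 0.33 (DESeq2 adjusted p 0.0436). The former was no longer called without IGFBP5 ASO replicate 4, where it fell by 2.13, without NegA replicate 1, where it fell by 2.03, or without NegA replicate 2, where it fell by 1.82. Of the rises, SGPP2 (ENST00000321276.7, chromosome 2, 223289262 to 223427340, plus strand) went from 89.1 ± 11.2 to 211 ± 66.3, a log2 fold change of 1.23 (SE 0.25, DESeq2 adjusted p 9.91e-05). MT-ND1 (ENST00000361390.2, chromosome M, 3307 to 4262, plus strand) rose by 1.07 (SE 0.14, DESeq2 adjusted p 4.86e-11), PRR22 (ENST00000419421.2, chromosome 19, 5782971 to 5784757, minus strand) by 1.11 and LRRC4 (ENST00000249363.3, chromosome 7, 127667124 to 127671490, minus strand) by 1.08. RN7SL5P (ENST00000581458.1, chromosome 9, 9442060 to 9442347, plus strand), which rose by 1.12, is a copy of a small RNA gene with many copies and is uncertain. PRR22 lost its call without IGFBP5 ASO replicate 2 (1.02) and without NegA replicate 4 (1.02), and RN7SL5P without NegA replicate 2 (1.03).

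**Figure D2:**
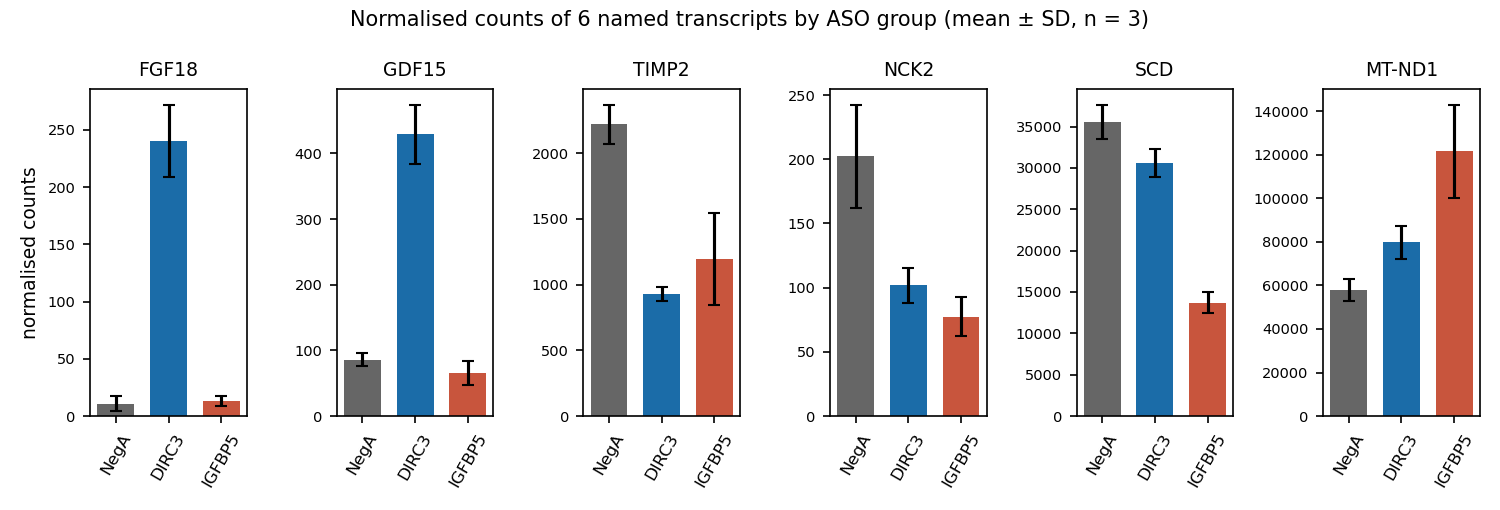
Normalised counts (mean, bars, with SD as error bars, n = 3 libraries) of 6 named transcripts in the NegA, DIRC3 ASO and IGFBP5 ASO groups, each panel on its own axis from 0. FGF18 and GDF15 were higher after DIRC3 ASO alone, TIMP2 and NCK2 were lower after both ASOs, and SCD was lowest and MT-ND1 highest after IGFBP5 ASO.

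Whether both ASOs had different effects was tested by comparing them directly, without NegA. DESeq2 called 570 of 27211 tested transcripts, 396 higher after DIRC3 ASO and 174 higher after IGFBP5 ASO, and 2781 had an unadjusted p under 0.05. The groups did not overlap in any of the 570, against 21.6% of the tested transcripts and 10% by chance. The count was 185, 187 and 178 without DIRC3 ASO replicates 1, 2 and 4, and 792, 246 and 1014 without IGFBP5 ASO replicates 1, 2 and 4, and 92 calls (16.1%) were made in all 6 of these fits. Of the 570 transcripts, 364 had been called after DIRC3 ASO against NegA, 117 after IGFBP5 ASO, and 107 in neither.

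Among the transcripts with a mean of at least 100 normalised counts over the 6 libraries compared, the largest differences towards DIRC3 ASO were those of FGF18 with a log2 fold change of 4.14 (SE 0.31, DESeq2 adjusted p 1.01e-35), FAM83E with 4.08, GDF15 with 2.68, CST1 with 1.80 and NOTCH3 (ENST00000263388.2, chromosome 19, 15269849 to 15311806, minus strand) with 1.604. Towards IGFBP5 ASO they were the unmatched transcript ENST00000553637.1 with -1.18 (SE 0.17, DESeq2 adjusted p 1.01e-08), RN7SL3 (ENST00000578231.1, chromosome 14, 50320336 to 50320632, minus strand) with -1.17, BIRC7 (ENST00000395306.1, chromosome 20, 61869554 to 61870962, plus strand) with -1.15, RN7SL5P with -1.10 and ZMYND19 (ENST00000471957.1, chromosome 9, 140481465 to 140483558, minus strand) with -1.01. The more abundant BIRC7 transcript ENST00000217169.3, named after its values were seen, had -0.67 in this comparison. RN7SL3 and RN7SL5P share near-identical sequence and are uncertain. RN7SL5P was not called under limma-voom (-1.07), with a minimum of 10 counts in 3 libraries (-1.12), after the GC and length correction (-0.81), or without IGFBP5 ASO replicate 1 (-0.72), DIRC3 ASO replicate 2 (-0.85) or DIRC3 ASO replicate 4 (-1.12). ZMYND19 lost its call without DIRC3 ASO replicate 2 (-0.92), DIRC3 ASO replicate 4 (-1.02) or IGFBP5 ASO replicate 2 (-0.85).

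To ask how far the response to DIRC3 ASO is shared with that to IGFBP5 ASO, both sets of calls were intersected. They had 242 transcripts in common, of 239 genes, which was 42.2% of the IGFBP5 ASO calls and 12.9% of the DIRC3 ASO calls. Of these, 240 changed in the same direction, 184 falling and 56 rising, and CAPN15 and NFIC changed in opposite directions, 2 genes named after their values were seen. Among the 11089 transcripts tested in both comparisons 72.3 were expected by chance, a 3.35-fold enrichment (two-sided Fisher's exact p 4.18e-75 across transcripts, which are not independent replicates). The setting that moved the count most was the minimum absolute log2 fold change of 1, which left 15. Without 1 library it ranged from 58, without NegA replicate 4, to 387, without IGFBP5 ASO replicate 1. It was also more than 1.5 times lower without NegA replicate 1 (127), NegA replicate 2 (64) or IGFBP5 ASO replicate 2 (104), and 363 without IGFBP5 ASO replicate 4. Simulated unchanged groups against the same controls gave 0 shared calls in each of 20 data sets, but also no more than 3 and 6 calls per comparison, which leaves little to share. Simulated independent changes against 1 set of controls gave 63 to 83 in 10 data sets, of which 32 to 51 had the same direction.

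Across the 11089 transcripts, Pearson's r between the log2 fold changes after both ASOs was 0.497 and Spearman's rho 0.465, with the same sign in 66.0%. Since both share their controls, the simulated unchanged groups gave r from 0.438 to 0.475, with the same sign in 63.2% to 64.5%. The observed r was higher than in any of the 20 simulations of unchanged groups, by little, and the 10 data sets of simulated independent changes gave r from 0.238 to 0.270. With different NegA libraries for each ASO, r was 0.326 on average over 6 pairings (0.259 to 0.3998), where shared controls add nothing. Without IGFBP5 ASO replicate 4, r with all controls shared was 0.377.

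The transcripts rising most after both ASOs were MAP4 (ENST00000426837.2, chromosome 3, 47892584 to 48130331, minus strand), with log2 fold changes of 1.32 after DIRC3 ASO and 1.05 after IGFBP5 ASO, CCDC144A (ENST00000399273.1, chromosome 17, 16593555 to 16681195, plus strand) with 0.97 and 0.91, C20orf204 (ENST00000444463.1, chromosome 20, 62665697 to 62670354, plus strand) with 1.03 and 0.90, APOLD1 (ENST00000356591.4, chromosome 12, 12938593 to 12944400, plus strand) with 1.02 and 0.78, and LCOR (ENST00000421806.1, chromosome 10, 98592055 to 98755713, plus strand) with 0.74 and 0.96. Those falling most were NCK2 (ENST00000233154.4) with -0.98 and -1.38, CTXND1 with -0.98 and -1.62, LBH (ENST00000395323.3) with -0.90 and -0.99, MGAT5 (ENST00000468758.1, chromosome 2, 134877554 to 135012215, plus strand) with -0.93 and -0.89, and TIMP2 with -1.25 and -0.89. LBH (chromosome 2, 30454400 to 30482894, plus strand) went from 428 ± 50.4 normalised counts in NegA to 229 ± 10.1 and 216 ± 4.50 (SD, n = 3 each), with DESeq2 adjusted p of 1.81e-11 and 1.74e-06. NCK2 (chromosome 2, 106361369 to 106510728, plus strand) went from 202 ± 40.4 to 102 ± 13.6 and 77.3 ± 15.1. The transcripts of APOLD1, MGAT5 and NCK2 have 36, 9 and 151 own bases. The more abundant MGAT5 transcript ENST00000409645.1, named after its values were seen, fell by 0.33 after DIRC3 ASO and was not called after IGFBP5 ASO. After IGFBP5 ASO, CCDC144A lost its call without IGFBP5 ASO replicate 1 (0.60) or any 1 of the 3 NegA replicates (0.81, 0.96 and 0.96). So did MGAT5 (ENST00000468758.1) without IGFBP5 ASO replicate 2 (-0.79) or any 1 of the NegA replicates (-0.88, -0.88 and -0.93), C20orf204 without IGFBP5 ASO replicate 2 (0.90), NegA replicate 2 (0.88) or NegA replicate 4 (0.86), APOLD1 without NegA replicate 2 (0.71) or NegA replicate 4 (0.70), and MAP4 without NegA replicate 2 (0.91). In other settings CCDC144A lost it under limma-voom (0.84) and C20orf204 under limma-voom (0.85).

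**Figure D3:**
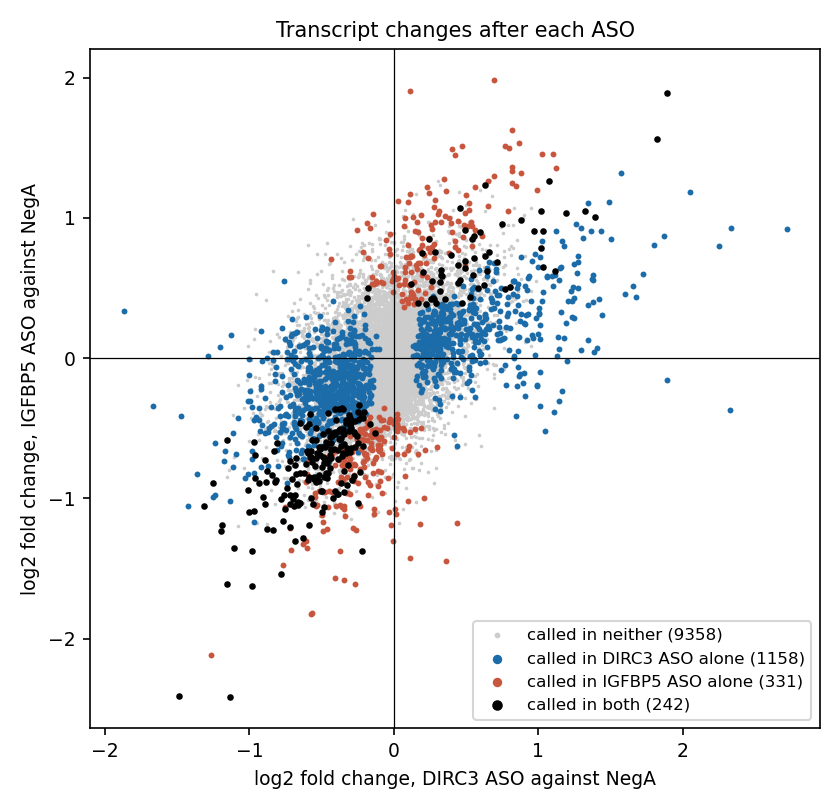
Log2 fold change against NegA after DIRC3 ASO (horizontal axis) and IGFBP5 ASO (vertical axis) for the 11089 transcripts tested in both comparisons, coloured by whether they were called by DESeq2. Of the 242 called in both (black), 240 lie in the lower left and upper right quadrants, and both axes share the NegA libraries, so that unchanged groups give r from 0.438 to 0.475.

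**Figure D4:**
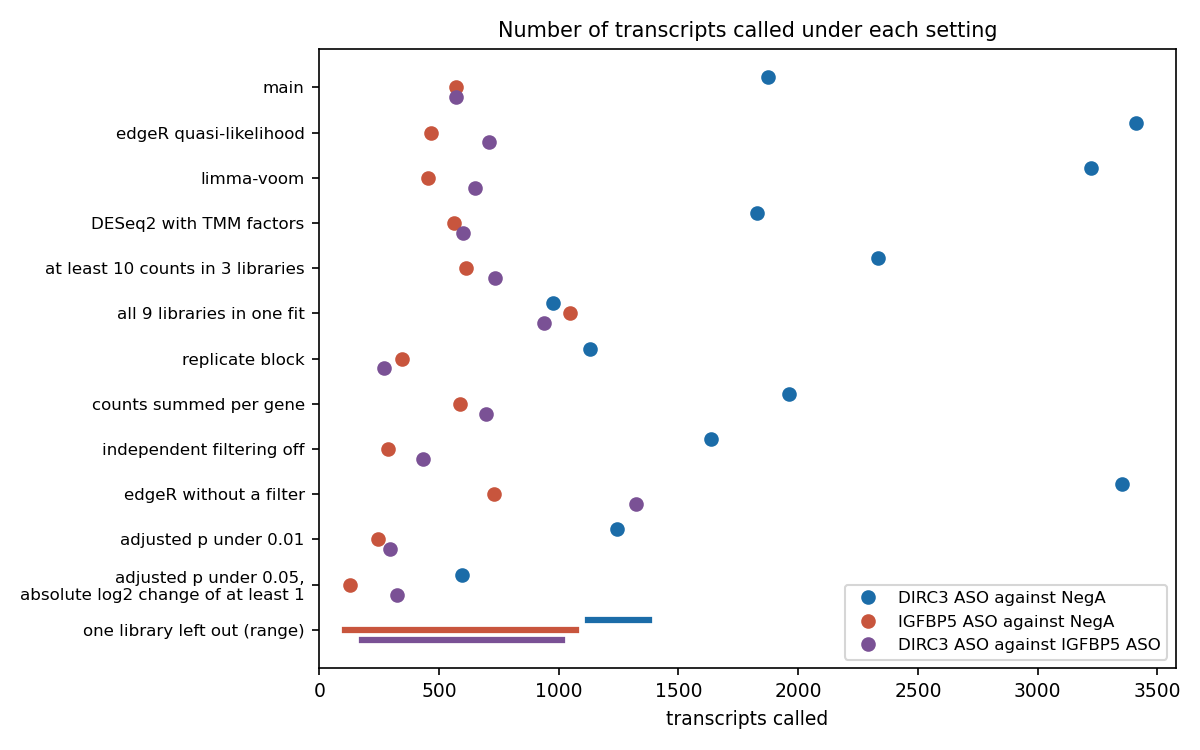
Number of transcripts called (horizontal axis) in the 3 comparisons under each setting, with the range over the fits that each left out 1 library as a line. DIRC3 ASO against NegA had most calls with the edgeR quasi-likelihood test (3412), and the lines of the comparisons with IGFBP5 ASO reach from 107 to 1071 and from 178 to 1014.

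Whether programmes of melanoma cells moved was asked with 6 gene lists. After IGFBP5 ASO, the melanocyte lineage list had a mean log2 fold change of -0.22, with 20 of 26 genes lower (camera in limma, two-sided p 9.99e-05, adjusted p 0.00120), and the IGF axis list -0.22, with 14 of 16 genes lower (p 0.00628, adjusted p 0.0377). After DIRC3 ASO the melanocyte lineage list had -0.10 with 17 of 26 genes lower (limma camera p 0.0180, adjusted p 0.0722) and the invasive state list -0.12 with 15 of 21 genes lower (p 0.0306, adjusted p 0.0918), neither past the threshold. The other lists were not past it either. Their mean log2 fold changes after DIRC3 ASO and IGFBP5 ASO were -0.09 for the IGF axis after DIRC3 ASO, 0.03 for the invasive state after IGFBP5 ASO, 0.09 and -0.30 for interferon response, 0.03 and -0.07 for p53 targets, and 0.06 and 0.14 for cell cycle. Both calls after IGFBP5 ASO held under fry and neither did with an estimated inter-gene correlation, the alternative that moved them most, while the means stayed at -0.22. Under fry the melanocyte lineage, invasive state and IGF axis lists after DIRC3 ASO were past the threshold as well. The IGF axis was no longer past the threshold without IGFBP5 ASO replicate 2, where its mean was -0.18. Means of lists not past the threshold moved by more than 1.5 times with single libraries. After DIRC3 ASO, interferon response was 0.17 without DIRC3 ASO replicate 1, 0.059 without DIRC3 ASO replicate 4 and 0.19 without NegA replicate 4, cell cycle 0.11 without NegA replicate 2, and p53 targets 0.020 without NegA replicate 4. After IGFBP5 ASO, interferon response, with 14 genes tested, was -0.11 without IGFBP5 ASO replicate 1 and -0.18 without NegA replicate 4, p53 targets -0.012 and -0.15 without IGFBP5 ASO replicates 1 and 4, and cell cycle 0.086 without NegA replicate 4. Invasive state there was 0.064, 0.068 and 0.0026 without IGFBP5 ASO replicates 1, 2 and 4, and 0.069 and 0.062 without NegA replicates 1 and 2. In the direct comparison, no list was past the threshold: the means were 0.13 for melanocyte lineage, -0.14 for invasive state, 0.13 for IGF axis, 0.36 for interferon response, 0.11 for p53 targets and -0.06 for cell cycle, and 3 of the 6 had an unadjusted p under 0.05. There, without IGFBP5 ASO replicate 1, cell cycle was -0.13, interferon response 0.22, invasive state -0.22 and p53 targets 0.048, and cell cycle was -0.0037 without IGFBP5 ASO replicate 2 and invasive state -0.25 without DIRC3 ASO replicate 2. In the main fit, the lower lists after IGFBP5 ASO are thus not shown to differ from those after DIRC3 ASO. For the melanocyte lineage list this depended on the setting. It passed the threshold with the replicate block (0.13, limma camera adjusted p 0.0415) and without IGFBP5 ASO replicates 2 (0.17) or 4 (0.14). It did not pass under fry, with an estimated correlation, with counts summed per gene or without any other single library. The IGF axis list passed in none of these settings.

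Single members were called by DESeq2 in small numbers. In the melanocyte lineage list 11 genes were called after DIRC3 ASO, 8 of them falling, and 8 after IGFBP5 ASO, 7 falling. Adjusted over the list alone these counts were 13 and 9. In the IGF axis list 3 genes were called after DIRC3 ASO and 1 after IGFBP5 ASO, all falling, and 5 and 1 adjusted over the list alone. Over the other 4 lists, the numbers called after DIRC3 ASO and adjusted over the list alone were 5 and 6 for invasive state, 1 and 1 for interferon response, 3 and 4 for p53 targets, and 1 and 1 for cell cycle. After IGFBP5 ASO they were 3 and 3 for invasive state, 0 and 0 for interferon response, 2 and 3 for p53 targets, and 0 and 0 for cell cycle, where 4 interferon response and 2 cell cycle genes had an unadjusted p under 0.05.

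**Figure D5:**
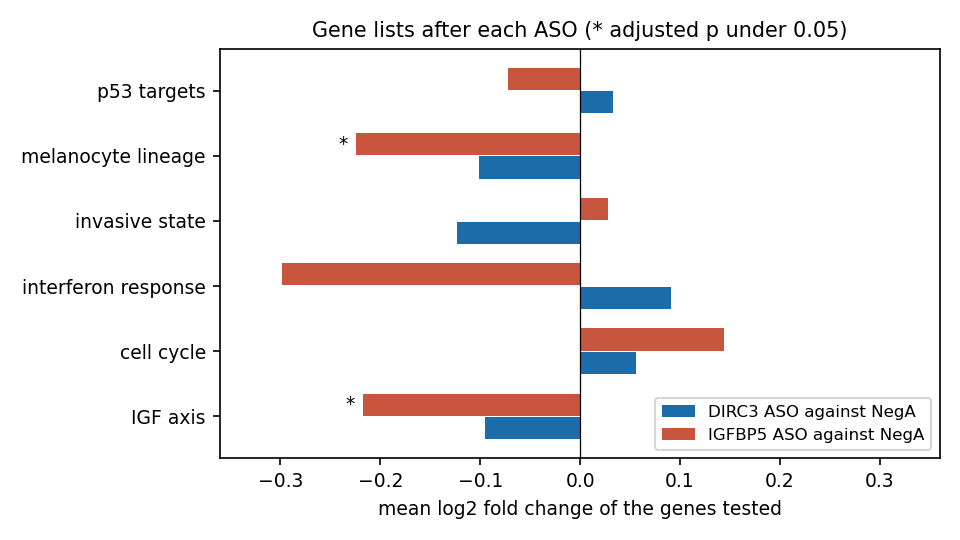
Mean log2 fold change against NegA (horizontal axis) of the tested genes of each list after DIRC3 ASO and IGFBP5 ASO. Asterisks mark adjusted p-values of limma's camera under 0.05, reached by the melanocyte lineage and IGF axis lists after IGFBP5 ASO, both at -0.22.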

Values the study reported

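The study reported that the ASO lowered DIRC3 by approximately 65% and changed 1886 genes at a false discovery rate of 5%, of which 1015 rose and 871 fell. It put the reduction of IGFBP5 by its ASO at approximately 80% and counted 557 changed genes there. The lists had 240 genes in common, given as a 22.8-fold enrichment over random sampling of expressed genes. Each library was stated to have no fewer than 30M mapped reads.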

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

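The tests on the splits, on IGFBP5 ASO replicate 1, on GC content and length and on position in the genome were chosen only after the result was seen, and the test of depth was not. What drew attention here was the difference between the effects of both ASOs, tested directly: 570 transcripts differed between DIRC3 ASO and IGFBP5 ASO in DESeq2, 396 of them higher after DIRC3 ASO.

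The tables argue against several technical explanations as the whole cause. Of the 570 calls, 459 were kept without IGFBP5 ASO replicate 1, the library that lay apart from its replicates, so that this library is not what made most of them. The calls depend on the other libraries: 185, 187 and 178 were kept without DIRC3 ASO replicates 1, 2 and 4, 238 without IGFBP5 ASO replicate 2 and 382 without IGFBP5 ASO replicate 4, and 92 (16.1%) in all 6 fits. After correction of each library for GC content and length 410 were kept, and with every library thinned to the lowest total 443. Thinning matched the totals only. The mitochondrial share still ran from 33.8% in DIRC3 ASO replicate 4 to 46.7% in IGFBP5 ASO replicate 1. A difference in the depth of the other transcripts is therefore not excluded. The share of splits decides nothing at this size, since 1 of the 10 splits of the 6 libraries, the real one, gave as many calls in each of the 3 comparisons, the lowest number that 10 splits allow. The other 9 splits gave at most 1 call in each. Against NegA, simulated unchanged groups gave at most 3 calls for DIRC3 ASO and 6 for IGFBP5 ASO in 20 data sets. These are far from 1872 and 573, which argues there against chance in counts that vary independently between transcripts. A deviation shared by many transcripts of a library was not simulated, so the simulations cannot exclude it. The direct comparison was not simulated.

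What stays open is where the difference arises. Of 233 strong rises towards DIRC3 ASO among transcripts with a mean under 100 over all 9 libraries (log2 fold change of at least 1), 15.02% lay within 20 kb downstream of an expressed gene on the same strand, against 5.04% of the transcripts not called (two-sided Fisher's exact p 1.53e-08, adjusted p 6.90e-08 over 18 tests). Upstream of such genes the shares were 2.15% and 3.48%. Downstream on the opposite strand they were 8.15% and 4.03% (two-sided Fisher's exact p 0.00409, adjusted p 0.00737), so that the surplus was not limited to the same strand. Because the handling of strand in the counting was not stated, the opposite strand cannot decide for or against such transcription. Transcription running past gene ends in the DIRC3 ASO libraries may thus account for part of the 570 calls, but most strong rises lay elsewhere. A response to the loss of either RNA is the biological explanation the design names and was not separated from effects of the oligonucleotides themselves, because each RNA was represented by 1 ASO group and neither target had enough counts to measure.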

How the results depend on the processing

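The GC and length correction and the leave-one-out values of the mitochondrial share were chosen only after the results were seen. Among calls with a value, none in the 3 comparisons changed sign in the alternative fits on transcripts or in those without 1 library. Counts summed per gene are not covered by this. Up to 163 of the 570 direct calls had no adjusted p in a fit, which was that without IGFBP5 ASO replicate 4. Where no other reason is given, the cause was not tested.

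The number of transcripts called, DIRC3 ASO against NegA, rose from 1872 to 3412 with the edgeR quasi-likelihood test, 3223 with limma-voom and 3353 with edgeR without a filter, and fell to 977 with all 9 libraries in one fit. By construction they fell to 1243 at an adjusted p under 0.01 and to 594 with a minimum absolute log2 fold change of 1. The number of transcripts called, IGFBP5 ASO against NegA, went from 573 to 1047 with all 9 libraries in one fit, to 289 with independent filtering off, where more transcripts were tested, and to 245 and 129 under those stricter criteria. The number of transcripts called, DIRC3 ASO against IGFBP5 ASO, went from 570 to 940 with all 9 libraries in one fit, 1323 with edgeR without a filter, and 294 and 323 under the stricter criteria. The shared calls went from 242 to 143 with independent filtering off, 378 with edgeR without a filter, and 116 and 15 under the stricter criteria, and were 0 in simulated unchanged groups against the same controls, which made at most 3 and 6 calls per comparison and so had little to share. Their enrichment stayed past the threshold in every setting, from 2.15-fold without IGFBP5 ASO replicate 4 to 13.3-fold with independent filtering off. The correlation of log2 fold changes was 0.326 on average with different control libraries. Those pairings removed the shared controls but also used fewer control libraries for each ASO, and these causes were not separated.

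Fits that each left out 1 library had fewer libraries to test with. They gave from 1122 to 1377 calls after DIRC3 ASO, lowest without NegA replicate 2 and highest without NegA replicate 1. After IGFBP5 ASO they gave from 107 calls without NegA replicate 4 to 1071 without IGFBP5 ASO replicate 4, and in the direct comparison from 178 without DIRC3 ASO replicate 4 to 1014 without IGFBP5 ASO replicate 4. Shared calls ranged from 58 without NegA replicate 4 to 387 without IGFBP5 ASO replicate 1, and the correlation from 0.377 without IGFBP5 ASO replicate 4 to 0.562 without NegA replicate 1.

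With the replicate number as a block, calls went to 1129 after DIRC3 ASO, 347 after IGFBP5 ASO and 270 in the direct comparison, and shared calls to 140. With the block and the GC and length correction together, calls were 990 after DIRC3 ASO, 416 after IGFBP5 ASO and 281 in the direct comparison, and shared calls 178. The correction alone gave 1623, 701 and 508 calls in these comparisons and 290 shared calls. The replicate numbers were checked for pairing: the correlation of deviations between libraries of the same number ranged from -0.03 to 0.195, 5 of 9 were over 0.1, and no comparison had all 3 over it. The numbers were therefore not taken as pairs. Why calls were lost under the block was not tested. Named transcripts that lost their call under it were SDC3, IGFBP5 ASO against NegA control (-2.12) and CCDC144A, IGFBP5 ASO against NegA control (0.87), and with the correction added LCOR, DIRC3 ASO against NegA control (0.62) and TIMP2, IGFBP5 ASO against NegA control (-0.90). The block also reversed MITF in the direct comparison, to 0.0060 from -0.03, put the melanocyte lineage (-0.10) and invasive state (-0.13) lists after DIRC3 ASO past the threshold, and did so for the invasive state (-0.26) and melanocyte lineage (0.13) lists in the direct comparison.

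Of the genes named in advance, the DIRC3 level after DIRC3 ASO ranged from -1.83 to 1.14 without 1 library, at counts near the floor. MITF in the direct comparison ranged from -0.40 to 0.19, SOX10 after IGFBP5 ASO from -0.20 to 0.055, positive only without IGFBP5 ASO replicate 1, and SOX10 in the direct comparison from -0.21 to 0.041. The last was 0.046 after the GC and length correction and 0.066 with the block added, from -0.08.

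Under fry, the IGF axis (-0.095), invasive state (-0.12) and melanocyte lineage (-0.10) lists after DIRC3 ASO passed the threshold. With an estimated correlation, the IGF axis (-0.22) and melanocyte lineage (-0.22) lists after IGFBP5 ASO no longer did. Without 1 library, the melanocyte lineage list after DIRC3 ASO ranged from -0.12 to -0.089 and passed without DIRC3 ASO replicate 1 (-0.089), NegA replicate 1 (-0.10) or NegA replicate 2 (-0.10). After IGFBP5 ASO, the IGF axis ranged from -0.29 to -0.18, not past the threshold without IGFBP5 ASO replicate 2 (-0.18), and cell cycle from 0.086 to 0.19, past it without IGFBP5 ASO replicate 1 (0.19). In the direct comparison, invasive state ranged from -0.25 to -0.17, past it without IGFBP5 ASO replicates 1 (-0.22) or 2 (-0.18), melanocyte lineage from 0.091 to 0.17, past it without IGFBP5 ASO replicates 2 (0.17) or 4 (0.14), cell cycle from -0.13 to -0.0037, past it without IGFBP5 ASO replicate 1 (-0.13), and interferon response from 0.22 to 0.46, past it without IGFBP5 ASO replicates 2 (0.46) or 4 (0.42).

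Over the 58 results of named transcripts, 314 of 341 leave-one-out values kept their direction and side of the threshold, 26 were weaker, in 10 results, and 1 was stronger. In the other settings 437 of 447 values did, 9 were weaker, in 6 results, and 1 was stronger. These counts leave out the 10 values that reversed. The targets had no value under edgeR, limma-voom and the minimum of 10 counts in 3 libraries (6 results each), nor had unmatched transcripts after the GC and length correction (4 results).

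At 4 counts or fewer per library for DIRC3 and 6 or fewer for IGFBP5, their reduction could not be measured, and why their counts were this low was not settled. At equal totals of 6677071 counts, 1615 transcripts were called after DIRC3 ASO, 504 after IGFBP5 ASO and 464 in the direct comparison.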

Other observations

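The tests of background, GC content and termination genes for the strong rises were set before their results were seen. So was that of GC content in IGFBP5 ASO replicate 1. The tests of the shared calls themselves were set before the data were examined, as stated above, and are taken up again here. All other tests in this part, and this use of the shared calls against explanations, were chosen only after the result was seen.

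Of the 242 calls shared by both ASOs, 240 had the same direction. Independent responses simulated against 1 set of control libraries gave at most 83 shared calls in 10 data sets, and at most 51 of the same direction. For counts that vary independently between transcripts, this argues against chance overlap and chance carried by the shared controls as the whole cause. Deviations shared by many transcripts of a library were not simulated. With different NegA libraries for each ASO the lowest correlation over 6 pairings was 0.259, which argues against a deviation of particular control libraries. A response common to any oligonucleotide would be in the NegA libraries as well and cancel, so it leaves no room for 242 calls against NegA. What stays open is a response to the NegA oligonucleotide itself, one that both targeting ASOs have and NegA lacks, or a shared effect of both RNAs. The first cannot be told apart from the last, since both predict few differences between the ASO groups, where 18 of the 242 were called, and the design holds no further control.

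After DIRC3 ASO, 552 called transcripts rose and 42 fell by at least 1 on the log2 scale. The tables argue against unshrunken fold changes of low counts. With no filter (edgeR), transcripts with a mean under 100 over all 9 libraries gave 110 strong rises against 98 falls after IGFBP5 ASO. After DIRC3 ASO they gave 1033 against 106. GC content and length are argued against as well, since 508 rises and 32 falls were left after the correction. A uniform background could not be decided on. Among transcripts with at least 1000 own bases, 9.44% of 3073 uncalled ones gained as many counts per kilobase as the lower quartile of 236 strong rises. Both sets had been selected by their change, which lowers that share by itself. Transcription past the end of expressed genes is a candidate explanation for part of the strong rises. Of 425 strong rises with a mean under 100 normalised counts over all 9 libraries, 67 (15.8%) lay within 20 kb downstream of an expressed gene on the same strand, against 4.74% of 11784 uncalled transcripts (two-sided Fisher's exact p 7.21e-17, adjusted p 1.30e-15 over 18 tests). Upstream the shares were 3.53% and 3.41% (two-sided Fisher's exact p 0.891). Downstream on the opposite strand they were 8.47% and 3.99% (Fisher's exact adjusted p 0.000155), so that the surplus was not limited to the same strand. Because the handling of strand in the counting was not stated, the opposite strand cannot decide for or against such transcription. Without 1 library the downstream share on the same strand lay between 15.7% and 18.6%. The other strong rises among these 425 have no such neighbour on the same strand and are unexplained.

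Examples chosen after their values were seen are FGF18, 7.84 kb beyond NPM1 (mean of at least 100 over the 6 libraries compared, but under 100 over all 9), SV2A, 5.81 kb beyond SF3B4, and TOR4A, 4.18 kb beyond NELFB. After IGFBP5 ASO, transcripts downstream of expressed genes had a median log2 fold change 0.14 higher than distant ones (95% bootstrap interval 0.08 to 0.19). Distant means here any compared transcript not within 20 kb downstream of an expressed gene on the same strand. Upstream transcripts can thus be among the distant ones. From those upstream alone the difference was only 0.042 (interval -0.045 to 0.13). A shift of downstream positions after IGFBP5 ASO therefore cannot be told apart from one of any transcript near an expressed gene. After DIRC3 ASO the difference was 0.16 from distant transcripts (interval 0.10 to 0.21), close to that after IGFBP5 ASO, and 0.21 from upstream ones (0.10 to 0.28). Between the ASO groups it was 0.049 from distant transcripts, with an interval from -0.015 to 0.13 that includes 0, and 0.15 from upstream ones (0.067 to 0.25). Lower expression of a termination gene cannot be told apart from other causes: of 26 such genes 22 were tested and 0 fell by 1 or more, 3 had an unadjusted p under 0.05 and fell, and 2 of these were called, RBBP6 at -0.38 and CTDP1 at -0.82, while PCF11 rose by 0.23, and changes of protein were not measured.

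The mitochondrial share was higher after IGFBP5 ASO. A single library is not the whole cause, since the lower of the other 2 libraries had 36.7% against 33.5% in the highest NegA library. A uniform change of all mitochondrial transcripts is argued against by the heterogeneity of the 13 protein-coding transcripts (Cochran's Q 34.3, p 0.000603), which were all higher, 7 of them called, from 0.18 for MT-ND5 to 1.07 for MT-ND1. Which process raised them stays open, and no biological explanation was tested.

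IGFBP2 (ENST00000233809.4, chromosome 2, 217498143 to 217529159, plus strand), named after its values were seen, lies 7669 bases from IGFBP5 and is in the IGF axis list. It had 430.3 ± 29.0 normalised counts in NegA, 254 ± 7.02 after DIRC3 ASO and 218 ± 39.9 after IGFBP5 ASO (SD, n = 3 each). The log2 fold changes were -0.76 and -0.98 (DESeq2 adjusted p 1.43e-09 and 1.35e-05), and it was called in each of the 6 fits without 1 library in both comparisons. Of 17 other expressed genes between 1 Mb before IGFBP5 and 1 Mb beyond DIRC3, only 1, PNKD, was called lower after both ASOs. This argues against a change spread over that whole window. Genes beyond DIRC3, PNKD included, lie more than 1 Mb from IGFBP2, so a narrower change is not excluded. Closer to IGFBP2, the log2 fold changes after DIRC3 ASO and IGFBP5 ASO were 0.068 and -0.51 for MREG and -0.35 and -0.53 for PECR. They were 0.36 and 0.40 for LINC01963 and 0.14 and 0.022 for RPL37A. Of these values only that of MREG after IGFBP5 ASO was called (DESeq2 adjusted p 0.0115). A local effect on IGFBP2 through IGFBP5 or DIRC3 may be a hypothesis, and a response through other genes stays open.

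DIRC3 and IGFBP5 lay near the floor in every library. Reads shared between overlapping transcripts and left out of the counts cannot be told apart from low expression: 5653 of the 6239 bases of IGFBP5 and 1519 of the 3078 bases of DIRC3 are its own in the annotation used, but the authors counted on an earlier release. Across annotated transcripts of expressed genes, 13.2% of those with 0 own bases were in the table and 68.5% of those with over 500. Over 3 libraries, DIRC3 had 4 counts after DIRC3 ASO against 5 in NegA, and IGFBP5 had 5 counts after IGFBP5 ASO against 12 in NegA, too few to measure a reduction that could be set beside the values quoted from the study above.

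IGFBP5 ASO replicate 1 lay apart from its replicates, with an SD of 0.278 of its log2 deviation against 0.140 and 0.234 in replicates 2 and 4. GC content and length explained 19.7% of the variance of that deviation, which argues against them as the whole cause, and the rest is unexplained.

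The enrichment of shared calls was 3.35-fold here, and 11.04-fold with all transcripts of any count as background. That is lower than the value quoted from the study above. The library totals were between 6677071 and 9132704 counts over transcripts. That is lower than the value quoted from the study above, which is a number of mapped reads and another measure.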
